A study of Mus musculus with 6 samples. Its data were reported in "Tbx3-dependent amplifying stem cell progeny drives interfollicular epidermal expansion during pregnancy and regeneration" (2017).

How the data were processed

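Epidermal basal cells were isolated by the authors from the skin of female C57BL/6 mice aged 10 weeks, virgin or at 16 days post coitum (dpc). Fat under the skin was cut away, the skin was digested overnight in cold trypsin and the dermis removed, and single cells positive for α6-integrin and negative for propidium iodide were sorted; the sort as described removes no other α6-integrin-positive cell and no marker against immune or mammary cells is named. RNA was hybridised to Affymetrix mouse 3′ expression arrays of 45101 probe sets, 64 of them controls. Groups were taken from the sample labels: virgin ventral, 16 dpc dorsal and 16 dpc ventral, with 2 arrays each, numbered replicate 1 and 2 in the labels. Column headers name a slightly different day of gestation, and the day in the labels was used. Virgin dorsal cells were not analysed here, so the change with pregnancy cannot be compared between the 2 sites.

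The deposited files give, per array and probe set, a signal intensity on a linear scale with a detection call (present, marginal or absent). Per the submitters' processing notes the authors used Affymetrix Expression Console version 1, and the deposited signal behaves as MAS5 output scaled by the authors to a common trimmed mean, which was 499.8 on each of the 6 arrays. The genome build is not given in the sources used here, so no positions are printed. The value table of the series holds the same signals (largest relative difference 5.00e-06) and was not used separately. Scaling by the authors to a common mean cannot show a change of total RNA per cell, and a 3′ array with partly degraded RNA loses signal at probe sets far from the 3′ end.

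Signals under 1 were set to 1 and log2 was taken, with no further normalization, since the highest array median was 1.29 times the lowest. Gene symbols came from the platform annotation given with the series: 34945 probe sets name 1 gene, 932 several and 9160 none. Of the former 34741 matched the RefSeq gene table (GRCm38.p6) by gene number, with 0 symbols changed. Of the probe sets of a gene, that with the highest mean log2 signal stood for the gene (18193 genes), and 10993 genes called present on both arrays of at least 1 group were kept. Depth on arrays is signal over background: the calls of present numbered from 21285 to 24053 per array, and the lowest signal called present was 6.34 to 11.3. A gene not called present on any array of a group has only a bound there.

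Differences were tested with limma 3.58.1 (lmFit, and eBayes with a trend on mean level) in R 4.3.3, on all 6 arrays in 3 groups (3 residual degrees of freedom, prior 5.79), two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The comparisons were 16 dpc ventral over virgin ventral and 16 dpc ventral over 16 dpc dorsal, with 16 dpc dorsal over virgin ventral as context. Log2 fold changes are differences of mean log2 signals and group means ± SD are of signals. The paper gives a 2-fold threshold for the arrays among its results and names no test for them in its methods, so genes over 2-fold higher in 16 dpc ventral cells than in both other groups were counted as well. Tests and gene lists were fixed before the data were examined. The 31 lists (740 members, 684 on the array, 477 kept) were tested with limma's camera at a preset correlation of 0.01, and with an estimated correlation, adjusted over 62 tests. They were: basal keratinocyte; S phase and replication; G2/M and mitosis; spinous differentiation; granular and cornified differentiation; activated keratinocyte and stefins; EGFR ligands; Wnt target and feedback genes; Wnt ligands, receptors and secreted inhibitors; IGF axis; YAP and stretch response; steroid hormone and prolactin response; immediate early and dissociation stress; interferon response; cholesterol synthesis; glycolysis and hypoxia; ribosome biogenesis and MYC targets; position and limb-flank identity; and markers of hair follicle bulge and outer root sheath, hair matrix and shaft, sebaceous gland, mammary epithelium and milk, dendritic epidermal T cells, Langerhans and other antigen-presenting cells, neutrophils and mast cells, melanocytes, Merkel cells and nerve, fibroblasts, endothelium with pericytes and smooth muscle, adipocytes, and erythroid cells.

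A fixed rule set which genes were to be named. It took 16 genes the study names, of which Stfa1 lies only on a probe set listing several genes. Per comparison it took up to 10 rises and 10 falls of largest size. These were past the threshold, over 2-fold and without overlap of the groups. Where there were fewer than 5, they were filled up to 5 by smallest p. It also took up to 20 genes over 2-fold higher than both other groups, and 2 to 4 members of each list by smallest p. Further genes are named outside this rule, among them the list members Klk5, Asprv1, Lor, Lce1d, Cd207 and H2-Aa. Predicted genes were not named.

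Column headers of the files give same-numbered arrays of the 3 groups a shared prefix, so the replicate numbers were taken to mark a shared batch. The correlation of deviations from the group means over genes was 0.0289 between virgin ventral and 16 dpc dorsal, 0.00688 between virgin ventral and 16 dpc ventral, and 0.448 between the 16 dpc groups. A fit with the replicate number as a block (2 residual degrees of freedom) and values within each replicate number stand beside results they change. The virgin arrays thus shared almost no deviation with the same-numbered 16 dpc arrays, while the block assumes that all 3 groups do. Block p-values for comparisons with virgin cells may therefore be too small.

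The fits were tested on simulated data of 10993 genes with 200 changed genes in each of 10 runs. For 16 dpc ventral over virgin ventral 41.9% of 2-fold, 85.4% of 4-fold and 94.4% of 8-fold changes were recovered, with 7 false calls per run; for 16 dpc ventral over dorsal these were 42.4%, 83.9%, 94.7% and 7.4. With the block recovery of 2-fold changes was 33.0% and 34.3%. Lists of 25 genes shifted by 0.5 were called in 100% of cases in both comparisons, and lists with no shift in 0.5% and 1%. It was not shown that simulated lists carry the correlation of the real ones, estimated from -0.0466 (IGF axis) to 0.851 (G2/M and mitosis). For lists of high correlation these rates may therefore not hold.

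Alternatives fixed at the start were quantile normalization, a shift to a common 75th percentile, log2(signal + 16), no filter, detection on all 6 arrays, the mean of all probe sets of a gene, leaving out probe sets marked as shared by similar transcripts, the replicate block, no trend, only the 4 arrays compared, an estimated correlation, and leaving out each array in turn, where the lone array of a group is assumed to vary like the other groups. Chosen after seeing the data were leaving out the 2 arrays with a high actin ratio, that ratio as a covariate, and a test of every detected probe set. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.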

Results

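RNA of α6-integrin-positive epidermal basal cells was measured on 6 Affymetrix arrays. The 3 groups of 2 arrays held cells from ventral skin of virgin mice, dorsal skin of mice at 16 days post coitum (dpc) and ventral skin at 16 dpc. α6-integrin anchors basal keratinocytes to the basement membrane, and ventral skin is the skin that stretches as the abdomen grows in pregnancy. The arrays gave a detection call of present for 47.2% to 53.3% of 45101 probe sets, and the median signal per array ran from 60.9 to 78.6 arbitrary units. Over 10993 genes, log2 signals of replicates correlated at 0.974 in virgin ventral, 0.972 in 16 dpc dorsal and 0.977 in 16 dpc ventral cells, against 0.951 to 0.980 for arrays of different groups. These correlations are across genes, which are not independent replicates. The 2 arrays per group limit the precision of every value. No label says that replicates were separate animals. The paper states that its experiments were repeated with different mice, but not how these 2 arrays per group were drawn. The p-values therefore measure only the spread between these samples, which may be technical. A sign of RNA quality, the actin 3′ to 5′ signal ratio, differed between replicates. It was 4.47 and 3.90 on replicate 2 of the dorsal and ventral 16 dpc groups, against 2.04 and 1.78 on replicate 1. The virgin arrays had ratios of 2.46 and 2.15. The same ratio of GAPDH was 2.83 and 2.86 on replicate 2 of the dorsal and ventral 16 dpc groups, against 1.885 and 1.61 on replicate 1. On virgin replicates 1 and 2 it was 2.50 and 1.53, so by this sign the virgin replicates differed too, in the opposite order. Medians within each replicate number are therefore given beside the gene lists that passed. For lists that did not pass they are not given, and some differed in sign between replicates 1 and 2. Over virgin cells these include mammary (0.89 and -0.33) and bulge markers (0.25 and -1.09). The list of basal keratinocyte genes passed in neither comparison. Itga6, which encodes the α6-integrin used for sorting, had a mean signal of 16948 ± 643 (SD, n = 2) in virgin ventral, 17222 ± 2627 in 16 dpc dorsal and 16036 ± 1146 in 16 dpc ventral cells. The basal keratin Krt14 stood at 26104 ± 215, 29386 ± 10239 and 28923 ± 3789 in the same order. Krt10, a keratin of the spinous layer above, stood at 42281 ± 1963, 42851 ± 11203 and 38075 ± 3952.5. The share of differentiating cells among the sorted cells was not tested. Over 17 basal keratinocyte genes the median log2 fold change of 16 dpc ventral cells was 0.03 over virgin ventral and 0.02 over 16 dpc dorsal cells. Cd44 stood at 0.66 and 0.60 and Itgb1 at 0.73 and 0.30, and 0 members passed in either comparison over all genes or adjusted over the list alone, where 2 were higher in each with the replicate number as a block.

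The first comparison, 16 dpc ventral over virgin ventral, asks which transcripts differ in abdominal basal cells between pregnancy and the virgin state. Thy1, a surface glycoprotein known from T cells, neurons and fibroblasts, rose 8.41-fold, from 429 ± 38.3 to 3651 ± 799 (SD, n = 2; log2 fold change 3.07 ± 0.26 SE, adjusted p = 0.0104, limma). Bex1 rose from 153 ± 16.6 to 6836 ± 5595 (log2 fold change 5.20 ± 0.55 SE, adjusted p = 0.0142). Socs2, a feedback inhibitor of growth hormone and prolactin signalling, rose 6.98-fold (log2 fold change 2.80 ± 0.28 SE, adjusted p = 0.0142). The transglutaminase Tgm3, which cross-links proteins of the cornified layer, rose 2.94-fold, from 1988 ± 67.6 to 5842 ± 275 (adjusted p = 0.0317). Among genes past the threshold over all genes, the largest fall was that of Rspo3, a secreted enhancer of Wnt signalling, from 982 ± 148 to 258 ± 24.4 (log2 fold change -1.92 ± 0.20 SE, adjusted p = 0.0142).

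In this comparison 15 genes rose and 7 fell, each at least 2-fold and in the same direction in both replicate numbers. Besides the genes above, Serpinb12 (log2 fold change 2.72), Coro2a (2.05), the Ikaros family member Ikzf4 (2.03), the metalloprotease Adam8 (1.79), the colony-stimulating factor receptor Csf1r (1.76) and the efflux transporter Abcg2 (1.72) rose, with adjusted p between 0.0142 and 0.0406. The other 5, named after their values were seen, were Deptor, Dipk1a, Rhbdl3, the interleukin-4 receptor chain Il4ra and Phgdh, an enzyme of serine synthesis, with log2 fold changes from 1.09 to 1.46. Pkib (log2 fold change -1.68), the desaturase Scd2 (-1.56), Pik3ip1 (-1.16), Smpdl3a (-1.16), the kinase Nuak1 (-1.12) and the adhesion molecule L1cam (-1.07) fell, with adjusted p between 0.0142 and 0.0479. Further detected probe sets existed for 12 of these genes, and all 20 had the sign of the one used. Their sizes differed. A further Csf1r probe set, present on 2 arrays, had a log2 fold change of 0.25, against 1.76 for the one used. Further Socs2 probe sets present on at least 2 arrays ran from 0.12 to 4.35, against 2.80. The mean of all probe sets of Rspo3, 1 of which was called absent on all 6 arrays, gave a log2 fold change of 0.27 (adjusted p = 0.855).

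Of the genes the study had named, Thy1 and Tgm3 passed here. The T-box factor Tbx3 stood at 573 ± 55.6 in virgin ventral and 1378 ± 303 in 16 dpc ventral cells (log2 fold change 1.25 ± 0.52 SE, adjusted p = 0.404). The stefin Stfa3 stood at 2321 ± 1763 and 12149 ± 4924 (adjusted p = 0.187, and 0.00409 with the replicate number as a block). The keratin Krt2 stood at 435 ± 68.9 and 1575 ± 457 (adjusted p = 0.0517, and 0.0260 with the block). The proliferation marker Mki67 had a log2 fold change of 1.01 (adjusted p = 0.298, and 0.0484 with the block). Log2 fold changes of Tfrc, Axin2, Itga6, Krt14, Krt10 and Sfrp1 lay between -0.30 and 0.17, and those of Gmnn, Birc5 and Igfbp2 were 0.62, 0.69 and 1.03, none past the threshold. The study picked Tbx3, Thy1, Tgm3, Stfa3 and Krt2 from these arrays, so their direction here is not independent evidence.

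**Figure D1:**
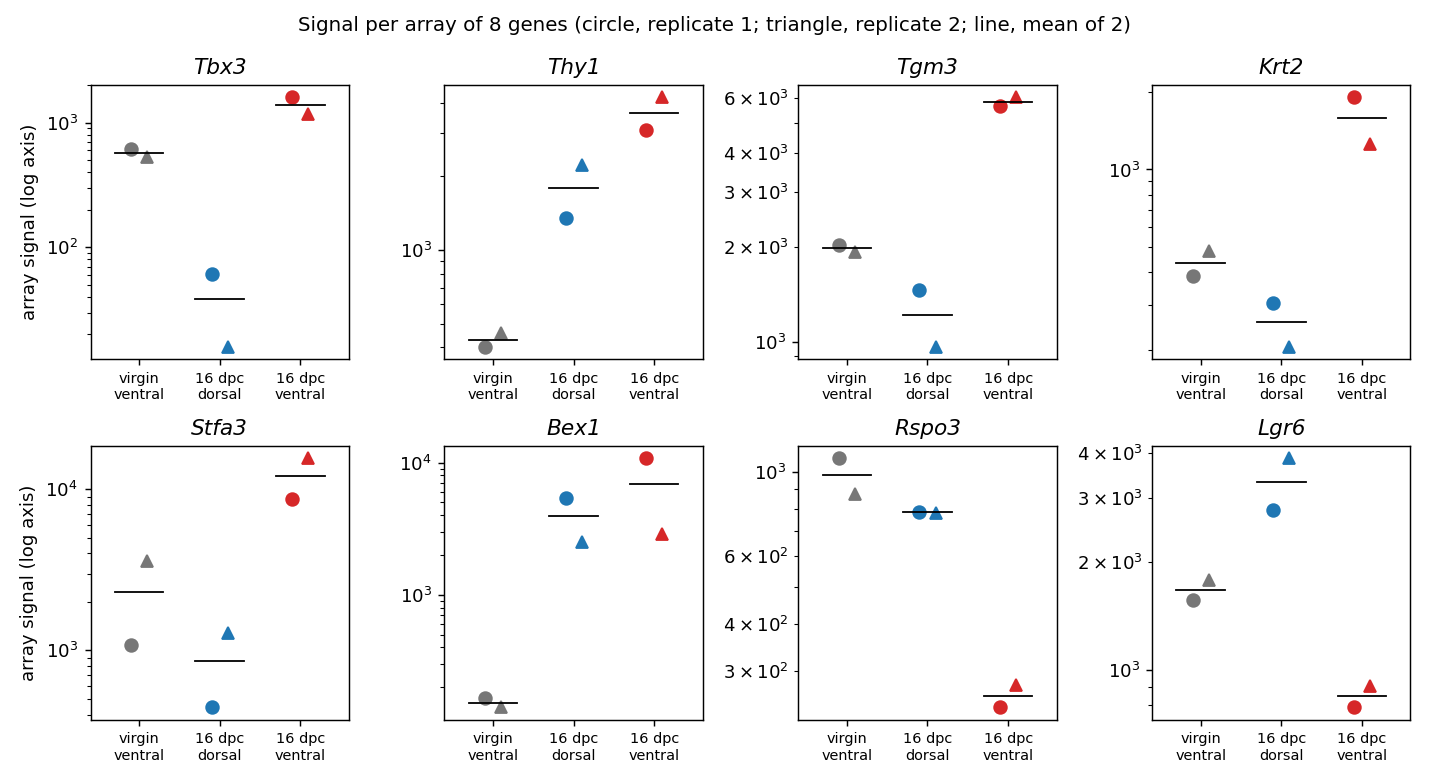
Signal of 8 genes on each of the 6 arrays (vertical axis, arbitrary units, log scale; circles are replicate 1, triangles replicate 2, lines the mean of 2 arrays; grey virgin ventral, blue 16 dpc dorsal, red 16 dpc ventral). Tbx3 averages 38.3 in 16 dpc dorsal against 1378 in 16 dpc ventral cells, while Thy1 and Bex1 are higher in both 16 dpc groups than in virgin cells, and Rspo3 and Lgr6 are lowest in 16 dpc ventral cells.

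Genes of the cell cycle were higher as a group in 16 dpc ventral cells. All 31 measured genes of S phase and replication had a higher mean (median log2 fold change 0.65, camera adjusted p = 5.25e-12), as did 33 of 34 genes of G2/M and mitosis (median 0.80, adjusted p = 1.07e-09). With an estimated correlation the adjusted p was 0.554 and 0.616. Of single members 0 passed over all genes, and adjusted over the list alone 0 S phase genes and 1 mitosis gene rose, Cdca8 (log2 fold change 0.96), a subunit of the chromosomal passenger complex. With the block, 23 S phase and 18 mitosis genes rose adjusted over the list alone, among them the replicative helicase subunit Mcm5 (1.16) and the ribonucleotide reductase subunit Rrm2 (0.87). The list medians were 0.54 and 0.97 within replicate 1 and 0.74 and 0.61 within replicate 2. Without virgin ventral replicate 1, the mitosis genes no longer passed (median 0.23, adjusted p = 0.115).

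Genes of ribosome biogenesis were higher as a group: 26 of 27 had a higher mean (median 0.44, adjusted p = 8.61e-10, and adjusted p = 0.498 with an estimated correlation), with medians of 0.33 and 0.50 within replicates 1 and 2. Adjusted over the list alone, 9 rose and 0 fell, among them the nucleolar proteins Nop56 (log2 fold change 0.79), Nolc1 (0.75) and Gnl3 (0.61) and the ribosome processing factor Rrp12 (0.81), while 0 passed over all genes.

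Markers of immune cells of the epidermis were also higher. Of 22 genes of Langerhans and other antigen-presenting cells, 18 had a higher mean (median 0.67, adjusted p = 9.05e-06, and adjusted p = 0.498 with an estimated correlation), with medians of 0.77 and 0.40 within replicates 1 and 2. Adjusted over the list alone 6 rose. Among them were Cd207, which encodes langerin, at least 3.64-fold, from 81.2 ± 68.1 (SD, n = 2; not present on either virgin array) to 245 ± 83.5. The MHC class II gene H2-Aa rose from 1482 ± 748 to 3083 ± 634. Csf1r alone passed over all genes. An at-least fold is the bright group's mean over the dim group's mean of, per array, the higher of the lowest present signal and the probe set's own. Both are means of log2 signals, so it can exceed the ratio of the mean signals printed beside it. Without 16 dpc ventral replicate 1 the list did not pass (adjusted p = 0.0568). Of 10 markers of dendritic epidermal T cells 9 had a higher mean (median 0.54, adjusted p = 0.0289, and adjusted p = 0.530 with an estimated correlation; medians 0.55 and 0.47 within replicates 1 and 2). Thy1, picked by the study and also in the fibroblast list, was the 1 member that rose, over all genes and adjusted over the list alone; Ptprc, the pan-leukocyte CD45, had a log2 fold change of 0.75. The T cell list did not pass without virgin ventral replicate 1 (adjusted p = 0.0905), virgin ventral replicate 2 (0.0560) or 16 dpc ventral replicate 1 (0.245). It also did not pass with no filter (median 0.26, adjusted p = 0.0601), with the mean of all probe sets (median 0.26, 0.0519), with detection on all 6 arrays (0.0694) or without shared probe sets (median 0.36, 0.0566).

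Lists that were lower at 16 dpc held genes of differentiation, stress and appendages. Of 32 genes of granular and cornified differentiation 24 had a lower mean (median -0.44, adjusted p = 0.00293, and adjusted p = 0.498 with an estimated correlation; without 16 dpc ventral replicate 1, 0.0920). Members went both ways. Adjusted over the list alone the kallikrein proteases Klk7 (log2 fold change -2.22) and Klk5 (-1.05), Krt80 (-0.83), Asprv1 (-0.79) and loricrin (Lor, -0.79) fell. Tgm3, Krt2 and Lce1d (1.29) rose, and over all genes Tgm3 alone passed. Spinous genes were lower by less (16 of 20, median -0.20, adjusted p = 0.00590, and adjusted p = 0.498 with an estimated correlation; 0 passing either way), with Dsc1 at -0.79 and Lypd3 at -0.61. Immediate early and dissociation stress genes were lower in 18 of 22 (median -0.46, adjusted p = 9.05e-06, and adjusted p = 0.498 with an estimated correlation), led by Fosb (-1.71), Atf3 (-1.25) and Klf6 (-0.62). Adjusted over the list alone 0 of them passed, and with the block 1 was higher and 11 lower. Wnt target genes were lower in 12 of 15 (median -0.21, adjusted p = 0.0131, and adjusted p = 0.498 with an estimated correlation; without virgin ventral replicate 2, 0.0574; with detection on all 6 arrays, 0.0575; with the mean of all probe sets, 0.243). Lgr6, a receptor for R-spondins, fell adjusted over the list alone (-0.99; over all genes adjusted p = 0.122, and 0.0351 with the block). Within replicates 1 and 2 the medians were -0.41 and -0.38 for granular, -0.26 and -0.13 for spinous, -0.54 and -0.30 for stress and -0.13 and -0.16 for Wnt target genes.

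Markers of hair matrix and shaft were lower in 10 of 12 (median -0.35, adjusted p = 0.00909, and adjusted p = 0.562 with an estimated correlation; medians -0.11 and -0.74 within replicates 1 and 2). The hair keratin Krt33a (-1.66) fell adjusted over the list alone. This call was lost without virgin ventral replicate 2 (adjusted p = 0.360), 16 dpc ventral replicate 2 (0.0884) or both 16 dpc arrays of high actin ratio (0.122), and with detection on all 6 arrays (0.116). Of 5 measured Merkel cell and nerve genes 4 had a lower mean (median -0.50, adjusted p = 0.00699, and adjusted p = 0.498 with an estimated correlation; medians -0.54 and -0.48 within replicates 1 and 2). The simple-epithelium keratins Krt8 (-3.33; present on 1 of 2 16 dpc ventral arrays) and Krt18 (-1.95), which the mammary list also holds, and the myelin protein Mbp (-0.50) fell adjusted over the list alone, and 0 passed over all genes. This call was lost with detection on all 6 arrays (adjusted p = 0.128) and with the mean of all probe sets (0.101).

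The pregnancy calls came from a limma fit over 10993 genes, of which 1280 had an unadjusted p under 0.05 where 549.6 would by chance. With the replicate number as a block 54 genes rose and 32 fell, including all 22 above. These block calls may be too many, since the virgin arrays shared almost no deviation with same-numbered 16 dpc arrays. Without a trend of the variance on mean level 0 passed, and with the mean of all probe sets 4 rose and 1 fell. Leaving out 1 array left 6 of the 22 calls without virgin ventral replicate 1, 1 without virgin ventral replicate 2 (the adjusted p of Thy1 was then 0.139), 3 without 16 dpc ventral replicate 1 and 2 without 16 dpc ventral replicate 2. All 22 were left without either dorsal array, where the total went up to 59 and 44 calls.

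The second comparison, 16 dpc ventral over 16 dpc dorsal, asks which transcripts differ between the expanding ventral skin and the dorsal skin of pregnant mice. Tbx3 rose at least 43.7-fold in ventral cells. Its mean signal was 38.3 ± 31.5 (SD, n = 2; not present on either dorsal array) in dorsal and 1378 ± 303 in ventral cells (adjusted p = 0.0152). A further detected Tbx3 probe set stood at 19.9 and 34.8 on the dorsal and at 1429 and 992.3 on the ventral arrays. Krt2, a keratin of the upper epidermis, rose 6.13-fold, from 256 ± 69.9 to 1575 ± 457 (log2 fold change 2.62 ± 0.28 SE, adjusted p = 0.0188). Tgm3 rose 4.92-fold, from 1214 ± 353 to 5842 ± 275 (adjusted p = 0.0152). Lgr6 fell from 3329 ± 779 in dorsal to 846 ± 81.0 in ventral cells (log2 fold change -1.96 ± 0.20 SE, adjusted p = 0.0152), as did Rspo3, from 782 ± 6.22 to 258 ± 24.4 (-1.60 ± 0.20 SE, adjusted p = 0.0276).

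In all 5 genes rose and 4 fell, each at least 2-fold and in the same direction in both replicate numbers. The other 2 that rose were Gadl1 (log2 fold change 2.39, adjusted p = 0.0230) and Pyy, which encodes peptide YY (1.38, adjusted p = 0.0230). The other 2 that fell were the cation channel Trpm3 (-2.67) and cystathionine beta-synthase, Cbs (-1.35), both with adjusted p = 0.0230. Adh6b, the next by p, stood at 359 ± 62.8 (SD, n = 2) in dorsal and 46.9 ± 6.27 in ventral cells, a level at least 7.62-fold lower that did not pass (adjusted p = 0.0634, and 0.0148 with the block). Of the other genes the study had named, Stfa3 stood at 861 ± 591 in dorsal and 12149 ± 4924 in ventral cells (log2 fold change 3.95 ± 0.60 SE, adjusted p = 0.106, and 3.63e-04 with the block). Thy1 stood at 1791 ± 628 and 3651 ± 799 (adjusted p = 0.421). Mki67 had a log2 fold change of 1.34 (adjusted p = 0.440, and 0.0367 with the block). Log2 fold changes of Tfrc, Axin2, Itga6, Krt14, Krt10 and Sfrp1 lay between -0.34 and 0.26, and those of Gmnn, Birc5 and Igfbp2 were 0.49, 0.99 and 0.81, none past the threshold. Tbx3, Krt2 and Tgm3 were picked by the study from these arrays, so their calls are not independent evidence.

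**Figure D2:**
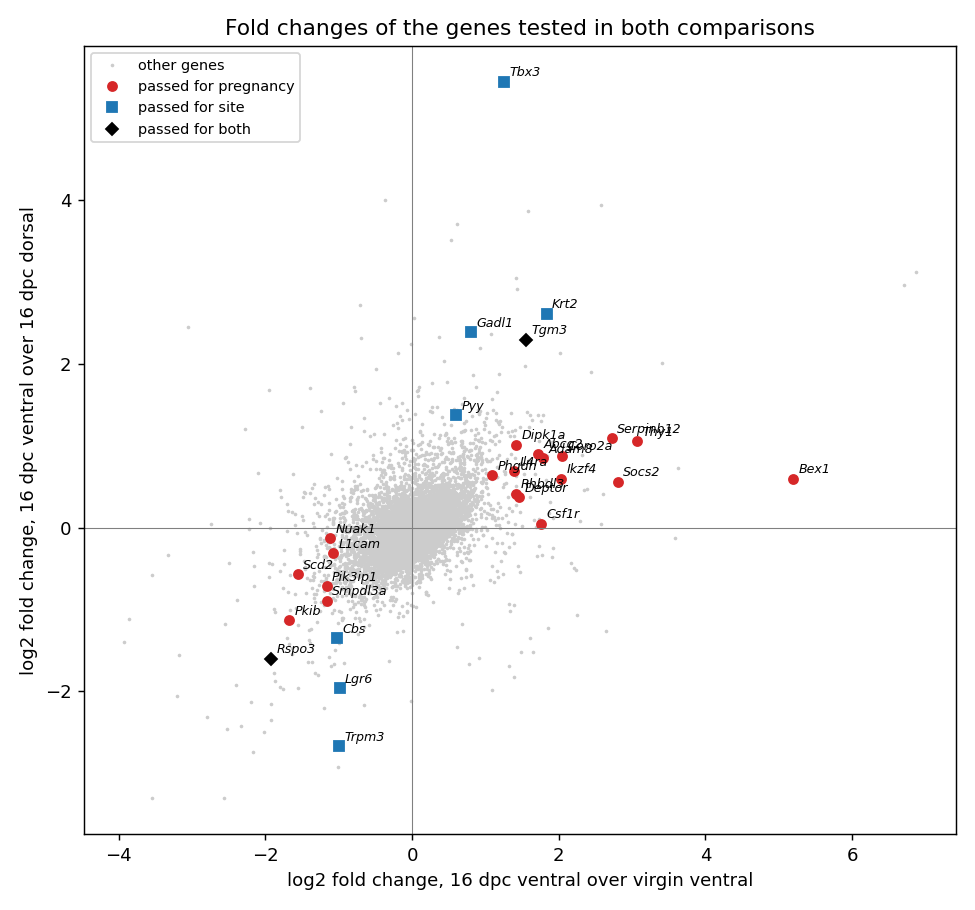
Log2 fold change of 16 dpc ventral over virgin ventral (horizontal axis) and over 16 dpc dorsal (vertical axis) for each of 10993 genes (grey, not passing; red circles, passed over virgin; blue squares, passed over dorsal; black diamonds, passed both). Thy1 lies at 3.07 and 1.06, and only Tgm3, higher, and Rspo3, lower, passed in both.

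The cell cycle lists were higher here too. All 34 genes of G2/M and mitosis had a higher mean in ventral than in dorsal cells (median log2 fold change 0.98, camera adjusted p = 1.21e-26, and adjusted p = 0.498 with an estimated correlation). So did 30 of 31 S phase genes (median 0.43, adjusted p = 6.16e-14, and adjusted p = 0.530 with an estimated correlation). Adjusted over the list alone 7 mitosis genes rose (27 with the block), including the cytokinesis proteins Kif23 (log2 fold change 1.44) and Anln (1.39), the topoisomerase Top2a (1.02) and Mki67. Of the S phase genes 0 rose (12 with the block), and 0 of either list passed over all genes. The medians were 0.73 and 0.47 within replicate 1 and 1.21 and 0.42 within replicate 2, where ventral and dorsal arrays had similar actin ratios.

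Of 16 mammary epithelium and milk genes 11 had a higher mean in ventral cells (median 0.68, adjusted p = 2.60e-06, and adjusted p = 0.498 with an estimated correlation; medians 0.97 and 0.59 within replicates 1 and 2). Adjusted over the list alone 5 rose (9 with the block) and over all genes 0 did. Among them were the casein Csn3, at least 8.31-fold, Krt18, at least 3.22-fold, and the milk fat globule protein Mfge8 (0.78), which the antigen-presenting cell list also holds. Csn3 stood at 646 and 112 on 16 dpc ventral replicates 1 and 2 and at 26.3 and 39.9 on the dorsal ones. Without 16 dpc ventral replicate 1 this list did not pass (adjusted p = 0.202), and over genes detected on all 6 arrays it did not pass either and its median lay below 0 (-0.12, adjusted p = 0.147). IGF axis genes were higher in 7 of 11 (median 0.36, adjusted p = 0.00438, and adjusted p = 0.498 with an estimated correlation; 0.62 and 0.37 within replicates 1 and 2). The binding proteins Igfbp5 (2.92), Igfbp7 (1.41) and Igfbp3 (0.62) rose and Irs1 (-0.67), an adaptor of the insulin and IGF receptors, fell adjusted over the list alone. Over all genes none of them passed, at adjusted p = 0.125 for Igfbp5 and 0.0562 for Igfbp7, and with the block both did (0.0107 and 0.0102). Without 16 dpc ventral replicate 1 the IGF list did not pass and its median lay below 0 (-0.32, adjusted p = 0.791), and without shared probe sets it did not pass (0.0566).

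Genes of activated keratinocytes and stefins were higher in 10 of 14 (median 0.35, adjusted p = 0.00590, and adjusted p = 0.636 with an estimated correlation; 0.31 and 0.43 within replicates 1 and 2). Stfa3, Csta1 (0.85), another stefin, and Serpinb3a (1.30) rose adjusted over the list alone. Slpi, a secreted protease inhibitor, fell at least 2.42-fold likewise, with 0 passing over all genes. Stfa3 was picked by the study from these arrays, so its part in this list is not independent evidence. The list was not tested without Stfa3. Glycolysis and hypoxia genes were higher in 16 of 19 (median 0.22, adjusted p = 2.00e-05, and adjusted p = 0.507 with an estimated correlation; 0.29 and 0.22 within replicates 1 and 2). Egln3 (1.10) and the hexokinase Hk2 (0.83) had the smallest p, with 0 members passing either way. Ribosome biogenesis genes were higher by a small median of 0.07 in 21 of 27 (adjusted p = 0.0245, and adjusted p = 0.636 with an estimated correlation; 0.12 and 0.05 within replicates 1 and 2), with 0 members passing. This list did not pass without dorsal replicate 1 (0.402) or 16 dpc ventral replicate 1 (0.189).

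Marker lists of 3 other cell types passed the list test as higher in ventral cells, each with a call that depended on single arrays. Fibroblast markers had a median of 0.32 (9 of 13 higher, adjusted p = 0.00206, and adjusted p = 0.498 with an estimated correlation; 0.60 and 0.05 within replicates 1 and 2). Without 16 dpc ventral replicate 1 their adjusted p was 0.151, and Thy1 was the 1 member that rose adjusted over the list alone (3 with the block). Endothelial, pericyte and smooth muscle markers had a median of 0.32 (6 of 7 higher, adjusted p = 0.0289, and adjusted p = 0.498 with an estimated correlation; 0.85 and 0.10 within replicates 1 and 2). Cspg4 (0.84) rose adjusted over the list alone, and the list was not called without dorsal replicate 1 (0.117), dorsal replicate 2 (0.0531) or 16 dpc ventral replicate 1 (0.211). Nor was it with no filter (0.248), detection on all 6 arrays (0.0959), the mean of all probe sets (0.659) or the actin ratio as a covariate (0.0603). Hair follicle bulge and outer root sheath markers had a median of 0.03 and a mean of 0.41 (9 of 17 higher, adjusted p = 0.0131, and adjusted p = 0.616 with an estimated correlation; medians 0.36 and 0.19 within replicates 1 and 2). They were led by Cd34 (2.03) and Col18a1 (1.15), with 0 members passing (2 adjusted over the list alone with the block). This list was not called without dorsal replicate 2 (0.190) or 16 dpc ventral replicate 1 (0.981), and its median lay below 0 without a call with detection on all 6 arrays (-0.04, adjusted p = 0.156) and with the actin ratio as a covariate (-0.02, 0.151).

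**Figure D3:**
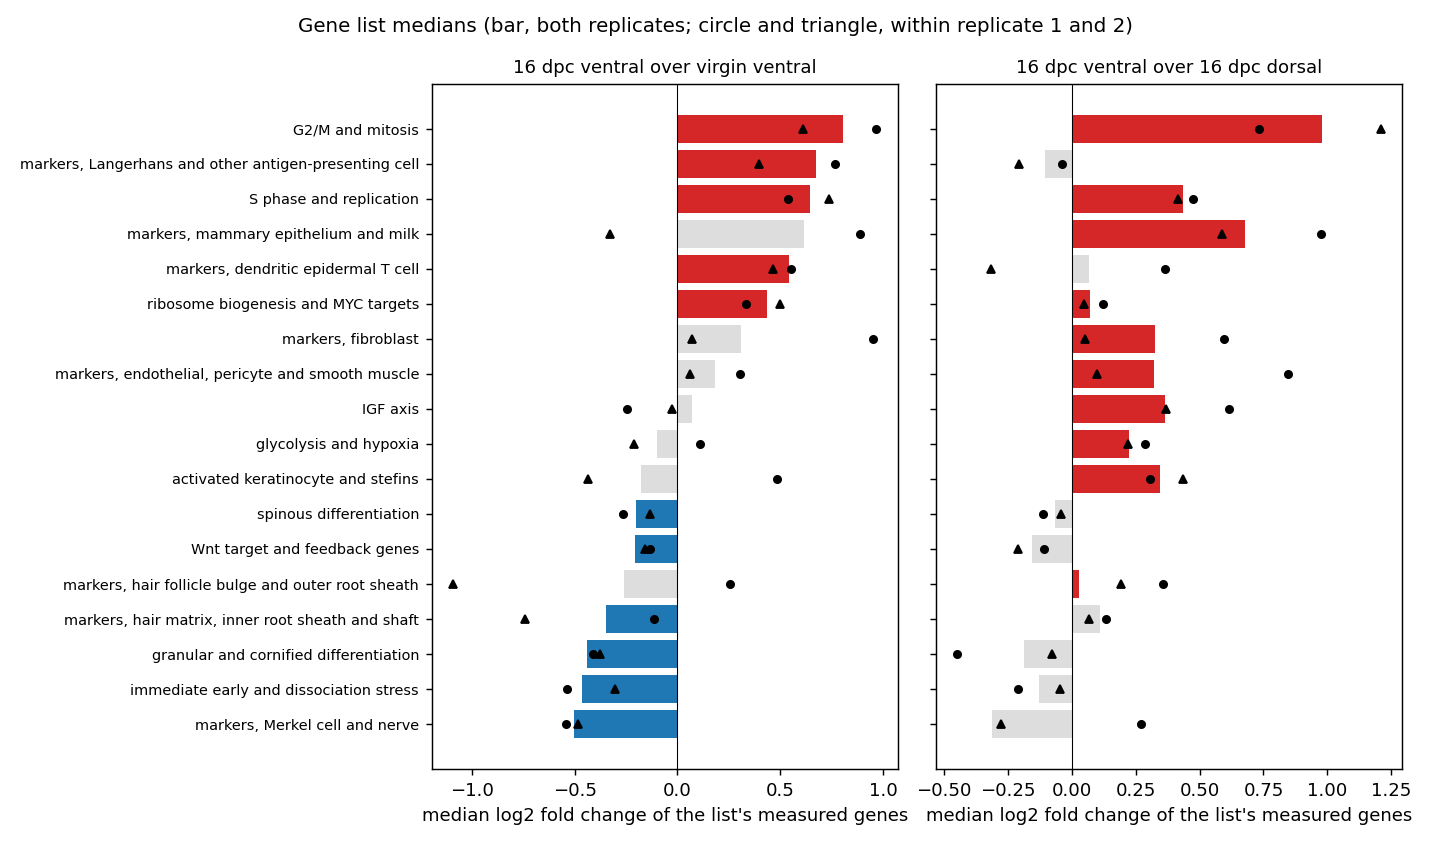
Median log2 fold change of the 18 gene lists called in either comparison (bars from 0; red higher, blue lower, grey not passing at the preset correlation), with the median within replicate 1 (circles) and replicate 2 (triangles). The mitosis list reaches 0.80 over virgin and 0.98 over dorsal cells. Differentiation and stress lists lie below 0 in both, past the threshold over virgin cells at the preset correlation. With an estimated correlation 0 lists passed in either comparison.

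In the limma fit 559 of 10993 genes had an unadjusted p under 0.05 for this comparison, where 549.6 would by chance. With the replicate number as a block 11 genes rose and 5 fell, including all 9 above; without a trend of the variance on mean level 1 gene passed, and 0 passed with the mean of all probe sets (Tbx3 at adjusted p = 0.126) or on the 4 arrays compared (0.0529). Of the 9 calls 0 were left without either virgin ventral array (the adjusted p of Tbx3 was then 0.0584 and 0.0618) or without 16 dpc ventral replicate 1 (0.0664), 5 without dorsal replicate 1, 4 without dorsal replicate 2 and 4 without 16 dpc ventral replicate 2.

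Genes that stood out in 16 dpc ventral cells against both other groups were counted by the fold threshold of the study. By mean log2 signal 54 genes were over 2-fold higher than in either other group, 44 of them with both 16 dpc ventral arrays above all 4 others. The opposite, over 2-fold lower than in both, held for 54 genes as well. Chance alone puts both arrays of a group above the other 4 in 6.67% of genes, a share for genes not picked by fold and so no reference for these 54. Among the 54 were Tbx3, Thy1, Tgm3, Krt2 and Stfa3, 4 casein genes and 7 genes of the cell cycle lists (Bub1, Hmmr, Kif2c, Mki67, Nuf2, Top2a and Ube2c). The milk protein genes had large folds over virgin cells. Csn1s2a stood at 23.0 ± 28.7 (SD, n = 2; the probe set used was not present on either virgin array) in virgin ventral, 147 ± 19.9 in 16 dpc dorsal and 2234 ± 2597 in 16 dpc ventral cells (adjusted p = 0.102 over virgin cells, and 0.0184 with the block). Csn2 stood at 86.9 ± 120, 276 ± 101 and 3442 ± 3879. Csn1s1 was at least 10.6-fold higher than in virgin cells (adjusted p = 0.148, and 0.0429 with the block). Its signal was 1031 and 186 on 16 dpc ventral replicates 1 and 2, against 64.6 and 26.5 on the virgin ones. Bcl2l15 (smaller log2 fold change 1.91), Enpp4 (2.02), Igfbp5 (1.43), Col19a1 (1.38), Bub1 (1.37), Cd1d1 (1.35), Serpinb3a (1.30), Aspn (1.23), Spc25 (1.23) and Cdca5 (1.20) followed. So did Igfals (at least 2.90-fold over virgin and 3.95-fold over dorsal cells) and Sgo1 (not present in either other group by the probe set used). Rasef, not present on any virgin or dorsal array, followed too and reached a mean signal of 14.8 ± 1.08. It was at least 2.10-fold higher than in virgin but only at least 1.66-fold higher than in dorsal cells. A fold over 2 above dorsal cells is thus not shown for Rasef. Of the genes that followed, Bcl2l15, Enpp4, Col19a1 and Cdca5 passed over virgin cells with the block (adjusted p = 0.0108, 0.0361, 0.0420 and 0.0260). Bcl2l15 and Igfbp5 passed over dorsal cells with it (0.0436 and 0.0107), and none passed without it.

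Of the 54 genes, 4 passed the test over virgin cells, 3 over dorsal cells, 6 in either and 1, Tgm3, in both. Within both replicate numbers 15 genes were over 2-fold higher than in both other groups, including Tbx3, Tgm3, Krt2, Stfa3, Csn2, Csn1s2a, Ccl20 and Pbk. The count was set beside every choice of 1 pair of arrays against 2 other pairs, over 11563 genes called present on at least 2 arrays. The real groups gave 61 genes, 11 of the 45 choices gave as many (the real one included), and the highest other choice gave 143, the virgin arrays against mixed 16 dpc pairs. Leaving out 16 dpc ventral replicate 1 gave 118 genes, 113 of them above all other arrays, in place of 54 and 44, and leaving out virgin ventral replicate 2 gave 87 and 83.

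Both comparisons share the 16 dpc ventral arrays. The genes called in both in the same direction were Tgm3 (higher) and Rspo3 (lower), where independent lists of this size would share 0.00682 higher and 0.00255 lower genes. In 100 simulations of unchanged groups that kept the shared arrays the mean was 0.1 and the maximum 2. The log2 fold changes of the comparisons correlated across genes at 0.464, against 0.502 in the simulations, with a covariance of 0.0802 against 0.0452. It was not shown that the simulations carry the correlation of 0.448 between same-numbered 16 dpc dorsal and ventral deviations. They are therefore an uncertain reference. Splitting 2 shared arrays would leave 1 on each side, so it was not done, and part of the excess may come from the shared arrays. With the block 9 genes were shared; 0 were shared without either virgin or either 16 dpc ventral array, and 3 without dorsal replicate 1.

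Between 16 dpc dorsal and virgin ventral cells, where site and pregnancy differ together, 0 genes passed in the limma fit (799 with an unadjusted p under 0.05, smallest adjusted p 0.0526), and 8 were higher and 3 lower with the replicate number as a block. Bex1 (log2 fold change 4.60), Socs2 (2.24), Thy1 (2.02) and Csf1r (1.71) had higher and Tbx3, at least 18.4-fold, lower means in dorsal cells, each passing with the block (adjusted p = 0.00358, 0.0282, 0.00911, 0.0160 and 0.00999). Without the block, leaving out dorsal replicate 1 gave 33 genes, dorsal replicate 2 gave 5, and 16 dpc ventral replicates 1 and 2 gave 6 and 12.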

Values the study reported

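The study reported 18 genes whose array signal in abdominal basal cells at 16 dpc was over 2-fold that of both virgin abdominal and 16 dpc dorsal basal cells. By quantitative PCR of skin tissue it found 6 of the 18 higher in abdominal skin at 16 dpc: Tbx3, Thy1, Tgm3, Stfa1, Stfa3 and Keratin 2.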

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

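All tests of explanations in this part were chosen after the results they bear on had been seen.

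Probe sets that name no gene or several genes entered no comparison of genes, and tested beside all others 0 of 3401 passed in either comparison. The count by fold rested on 2683 such probe sets, fewer than the 3401 tested, so these counts do not share a base. Of the 2683, 8 were over 2-fold higher in 16 dpc ventral cells than in both other groups with both arrays highest. Of these, 3 listed several genes and 5 none. Both 16 dpc ventral arrays were highest for 117 of the 2683 (4.36%), below the 6.67% that chance gives. A probe set that lists Stfa1 together with another gene, and so was not used for Stfa1, had a log2 fold change of 3.65 over 16 dpc dorsal (adjusted p = 0.757) and 1.63 over virgin ventral cells (0.554).

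Casein transcripts were higher in 16 dpc ventral cells than in both other groups, mostly on 1 array: Csn2 stood at 6185 on replicate 1 and 699 on replicate 2, against 2.29 to 348 on the other arrays, and Csn1s2a at 4070 and 397. RNA of mammary epithelial cells, which the α6-integrin gate as described does not remove, may be a candidate source. The other 50 of the 54 genes had a median log2 difference between replicates 1 and 2 of -0.45 (SD 0.61), against 2.83 for the caseins. For these genes as a set, though not for Aspn (1.44), the values argue against this source. For the caseins themselves it stays open: the other 15 mammary markers, 5 of them also held by other lists, had a median difference of 0.36 (SD 1.47), with Elf5 (129 and 11.6), Glycam1 (640 and 51.0) and Krt8 (104 and 9.98) following the caseins between these arrays and Krt7, Pgr, Esr1 and Btn1a1 not, while Krt8 (220 and 474 on the virgin arrays) and Krt18 went the opposite way to the caseins against virgin cells (log2 fold changes -3.33 and -1.95). For sorting, the paper had the fat under the skin cut away and the dermis removed, which may take mammary tissue with it, while its choice of mid-belly skin to avoid mammary glands is given for tissue sections alone. Casein expression by keratinocytes at 16 dpc was not tested and stays open as well.

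Thy1 and markers of antigen-presenting cells were higher in 16 dpc ventral than in virgin ventral cells. A larger share of dendritic epidermal T cells would raise their other markers with Thy1 (log2 fold change 3.07), but the 4 others present on all arrays had a median of 0.37 (SD 0.72), with the CD3 chain Cd3g at 99.0 and 106 and Ptprc at 108 and 181 in virgin and 16 dpc ventral cells. Over all measured markers, the tables argue against fibroblasts as well, whose other 12 markers had a median of 0.26 (SD 0.95), the abundant Sparc standing at 1884 and 2170. For the antigen-presenting cell markers (median 0.67) a smaller share of keratinocytes in the α6-integrin gate could raise every other cell type alike, which cannot be told apart from a change in these cells: the lowest list median was -0.50, of Merkel cell and nerve markers, but with 5 genes and an SD of 1.48, and melanocyte markers (-0.09, SD 0.28), with Mitf at -0.09 and Gpnmb at -0.57, speak against it but are 5 genes whose spread overlaps that of the antigen-presenting cell markers (SD 0.69), with Oca2 at 28.1 and Rab38 at 3707 in virgin cells and Tyrp1, Pmel, Mlana and Tyr not passing the filter. Pregnancy itself, as a change in keratinocytes or in resident immune cells, was not tested and stays open.

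Immediate early and dissociation stress genes were lower in 16 dpc ventral than in virgin ventral cells (median -0.46). The tables argue against lower RNA quality, since the median was -0.54 (SD 0.88 over 22 genes) within replicate 1, whose 16 dpc ventral array had the lower actin ratio of that pair, and -0.30 within replicate 2, whose array had the higher one. Handling of virgin and pregnant mice that differed during dissociation cannot be told apart from pregnancy: 16 dpc dorsal cells, which share the mouse group, had a median of -0.24 (SD 0.58) over virgin ventral cells, and no group separates them. Both remain possible.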

How the results depend on the processing

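Tests of every probe set and both settings for the actin ratio were chosen after the data were seen. Among single genes and lists, 1933 values stayed on their side of the threshold, 222 fell below it and 68 came past it. Of called genes 1 turned sign: Rspo3 over virgin cells was 0.27 with the mean of all probe sets, which adds a probe set absent on all 6 arrays. The medians of the IGF, mammary and bulge lists over dorsal cells turned sign as given above, and some uncalled genes did within their error. The 22 calls over virgin and 9 over dorsal cells were all called with the replicate block, the 75th percentile shift, log2(signal + 16) and both actin settings, but 19 and 8 with quantile normalization, 16 and 8 with no filter, 17 and 8 without shared probe sets, 21 and 7 with detection on all 6 arrays, 4 and 0 with the mean of probe sets and 0 and 1 with no trend. No scaling moved the share of higher calls by 10 points or the median of all genes by 0.1, and beyond the calls given with it the replicate block added Cbs, Ccl20, H2-Eb1, Mcm5, Pbk, Rrm2 and Top2a over virgin cells and changed no other call of a named gene or list. Array counts limit the tests, and signal over background limits folds of genes absent in a group.

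Higher genes over virgin cells (15) became 4 with the mean of probe sets, 54 with the replicate block, 0 with no trend, 60 with the 2 arrays of high actin ratio left out, 58 with that ratio as covariate, 26 on the 4 arrays compared and 0 over every probe set. Lower genes (7) became 1, 32, 0, 55, 82, 20 and 0 in that order, and 11 with the 75th percentile shift. Higher genes over dorsal cells (5) became 0, 11, 0, 16, 16, 0 and 1, and 10 with that shift; lower genes (4) became 0 with the mean, 1 with no trend, 8 and 14 with the actin settings, 0 on 4 arrays and 0 over every probe set. The 2 shared genes became 0 with the mean, 9 with the replicate block, 0 with no trend, 15 and 16 with the actin settings. Genes over 2-fold above both groups (54, and 44 above all arrays) became 472 and 258 with no filter, which adds genes at background. Dorsal over virgin cells (0) gave 7 with quantile normalization, 16 with the shift, 7 with log2(signal + 16), 5 when detected on all 6 arrays, 1 without shared probe sets, 11 with the replicate block, 62 and 49 with the actin settings. With those 2 arrays left out, the spread comes from the virgin arrays alone. Lists higher over virgin cells (5) became 9 with them left out and 0 with an estimated correlation, lists lower (6) became 3 when detected on all 6 arrays and 0 with that correlation, lists higher over dorsal cells (10) became 0 with it, and lists lower (0) became 1 with the shift, 1 with no filter, 1 when detected on all 6 arrays and 2 with the arrays left out. Beyond this, the cause was not tested.

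Leaving out 1 array gave 1 to 30 higher and 0 to 29 lower genes over virgin cells, 0 to 6 and 0 to 1 over dorsal cells, 39 to 118 and 36 to 113 genes above both groups, 0 to 3 shared genes, 0 to 33 genes for dorsal over virgin cells, and 3 to 9, 4 to 9, 4 to 14 and 0 to 2 lists in the order above. The series value table was not run, being the same values, and no scan date or slide is given beyond the header prefix, which splits the arrays as the replicate block does.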

Other observations

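Lists and tests in this part were set before the values were seen, so none of its tests was chosen after, but the genes named from them were picked by their values. The list of steroid hormone and prolactin response genes did not pass (19 genes, 9 higher and 10 lower, median log2 fold change of 16 dpc ventral over virgin ventral cells -0.09, mean 0.23, adjusted p = 0.553, and adjusted p = 0.728 with an estimated correlation). Socs2, the cytokine feedback inhibitor Cish (1.11), the glucocorticoid-induced Fkbp5 (1.66) and the oestrogen receptor Esr1 (0.97) rose and Errfi1 (-0.52) fell adjusted over the list alone, and over all genes Socs2 alone passed (Cish at adjusted p = 0.0936, and 0.0239 with the replicate number as a block). Cish and Fkbp5 had log2 fold changes of 0.88 and 1.57 in 16 dpc dorsal over virgin ventral cells, neither past the threshold. Of 6 ligands of the EGF receptor, Hbegf (-1.93), Ereg (-1.56) and Btc (-1.18) fell over virgin cells adjusted over the list alone, while Tgfa stood at 0.45 (list median -0.76, adjusted p = 0.0656, and adjusted p = 0.498 with an estimated correlation). In the IGF axis the receptor Igf1r (-0.85) and the adaptor Irs2, at least 9.06-fold, fell and Igfbp5 (1.43) and Igfbp7 (0.91; adjusted p = 0.142 over all genes, and 0.0361 with the block) rose over virgin cells adjusted over the list alone (list median 0.07, adjusted p = 0.849).

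The position list did not pass, and its members lay on both sides. Hoxc4 (0.95), Hoxc5 (0.91), Hoxc8 (1.01) and Tbx3 rose and Hoxa5 (-1.03), Hoxb6 (-0.80) and Hoxb9 (at least 4.33-fold) fell in 16 dpc ventral against 16 dpc dorsal cells adjusted over the list alone, with a list median of 0.02 and adjusted p = 0.145 (0.528 with an estimated correlation). Tbx3 alone passed over all genes. Over virgin ventral cells 0 of the 12 passed (median -0.08, adjusted p = 0.553). In the mammary list over virgin cells (median 0.62, adjusted p = 0.296) 6 genes rose and 4 fell adjusted over the list alone. Among the first were the caseins Csn2 (6.71), Csn1s1 (at least 10.6-fold) and Csn1s2a, whose probe set used was not present on either virgin array. Csn2 was present on 1 of 2 virgin arrays. Its signal on virgin replicate 2 was 2.29, below the lowest signal called present there (6.34), so 6.71 is not exact. Xanthine dehydrogenase, Xdh (1.24, adjusted p = 0.0723 over all genes, and 0.0172 with the block), was also among the first. The simple keratins Krt8, Krt19 (at least 8.32-fold) and Krt18 were among the second, and in 16 dpc dorsal cells Krt19, not present on either array, stood at 4.06 ± 1.75 (SD, n = 2) against 196 ± 122 in virgin ventral cells. Among markers of fibroblasts (median 0.31, adjusted p = 0.150) Vim (1.07; adjusted p = 0.135 over all genes, and 0.0452 with the block) and Thy1 rose and Dcn, at least 4.31-fold, fell over virgin cells adjusted over the list alone. Krt16 (1.27), Stfa3 and Serpinb3a (1.76) of the activated keratinocyte list rose likewise (median -0.17, mean 0.17, adjusted p = 0.914).

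The remaining lists did not pass over virgin ventral cells. The median log2 fold change was 0.03 for basal keratinocyte (adjusted p = 0.553), 0.02 for cholesterol synthesis (0.849), -0.10 for glycolysis (0.397), -0.17 for interferon response (0.483), -0.03 for Wnt ligands and receptors (0.459) and -0.19 for YAP and stretch genes (0.166). Among cell type markers it was 0.96 for adipocyte (2 genes, adjusted p = 0.339), 0.18 for endothelial and muscle (0.849), -0.37 for erythroid (1 gene, 0.628), -0.26 for bulge (0.0656), -0.09 for melanocyte (0.603), -0.35 for neutrophil and mast cell (1 gene, 0.639) and -0.03 for sebaceous gland markers (0.849). In the order above, erythroid aside, the members with the smallest p were Itgb1 (0.73), Hsd17b7 (0.33), Ndrg1 (-0.67), Psmb8 (0.45), Wnt16 (-2.74), Ptpn14 (-0.69), Lpl (1.17), Notch3 (-0.45), Tcf7l1 (-1.25), Gpnmb (-0.57), Ngp (-0.35) and Cyp4f39 (-0.71), none past the threshold. Median, mean and test differed in sign for IGF axis (0.07, -0.09, lower), sebaceous (-0.03, 0.12, lower), activated keratinocyte (-0.17, 0.17, higher) and steroid hormone genes (-0.09, 0.23, higher).

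Over 16 dpc dorsal cells the lists that did not pass had medians of 0.02 for basal keratinocyte (adjusted p = 0.189), -0.09 for EGFR ligands (0.849), -0.19 for granular (0.192), -0.06 for spinous (0.482), -0.13 for stress (0.239), 0.08 for interferon (0.129), 0.01 for steroid hormone (0.339), 0.08 for Wnt ligands (0.215), -0.16 for Wnt target (0.0543), -0.01 for YAP (0.468) and -0.00 for cholesterol synthesis genes (0.459). Tgm3 and Krt2 in the granular list and Lgr6 among Wnt targets passed over all genes, and Krt80 (-0.72) fell adjusted over the granular list alone. Marker medians were 0.57 for adipocyte (adjusted p = 0.341), 0.07 for dendritic epidermal T cell (0.459), -0.65 for erythroid (0.420), 0.11 for hair matrix (0.639), -0.10 for antigen-presenting cell (0.223), -0.48 for melanocyte (0.197), -0.31 for Merkel cell and nerve (0.930), -0.73 for neutrophil and mast cell (0.359) and -0.05 for sebaceous gland (0.736). Median, mean and test differed in sign for Merkel cell (-0.31, 0.14, lower), sebaceous (-0.05, 0.04, higher), YAP (-0.01, 0.08, higher) and cholesterol synthesis genes (-0.00, 0.03, higher).

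The count of genes over 2-fold higher in 16 dpc ventral cells than in both other groups was 54 here. That is higher than the count quoted from the study above, while the 15 genes over 2-fold higher within both replicate numbers are fewer than it. The text of the paper states no filter or unit for its count. Stfa1, among its genes, could not enter the count here. With detection on all 6 arrays the count here was 36, and with no filter 472. The counts are therefore not directly comparable.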
